A study of Mus musculus with 4 samples. Its data were reported in "Ets2 in Tumor Fibroblasts Promotes Angiogenesis in Breast Cancer" (2013).

How the data were processed

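Gene expression was measured on 4 Affymetrix mouse arrays, each with RNA of cultured mammary fibroblasts from FVB/N mice aged 9 weeks. The 4 groups, taken from the sample labels, are normal Ets2-present, normal Ets2-null, PyMT Ets2-present and PyMT Ets2-null fibroblasts, with 1 array each. The labels give the Ets2-null groups the Fsp-cre transgene and the other groups none.

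The deposited table holds log2 probe set levels that the authors computed by RMA, with no version stated, for 22690 probe sets, 64 of them controls. RMA corrects the background, normalizes between arrays at the probe level and summarizes each probe set. The values ran from 1.42 to 14.8, were not centred per gene, and had medians of 5.74 (normal Ets2-present), 5.72 (normal Ets2-null), 5.74 (PyMT Ets2-present) and 5.63 (PyMT Ets2-null). Correlations between arrays over the probe sets were from 0.959 to 0.985. The lowest were those of the PyMT Ets2-null array with the normal Ets2-null (0.959), normal Ets2-present (0.965) and PyMT Ets2-present (0.969) arrays. Which other arrays, if any, were processed with these 4 is not stated. Scale, centring and direction were thus known; scanner files were not available, so detection calls and the probe-level p-value filter of the study could not be computed, and counts at its combined thresholds were not made.

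The platform table gave 1 gene for 20393 probe sets, several genes for 691 and none for 1606, controls included. Genes were matched to the mouse annotation by Entrez ID for 20364 probe sets, and 0 symbols were updated. That annotation served for names and neighbours only, since the genome build behind the array design is not stated. Each of the 12394 genes was represented by its probe set of highest mean over the 4 arrays. A gene was kept if the highest of its 4 values reached 4.63, the 40th percentile of the table, which left 8687 genes.

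The log2 differences taken were 4: Ets2-null minus Ets2-present in normal and in PyMT fibroblasts, and PyMT minus normal in Ets2-present and in Ets2-null fibroblasts. The Ets2 difference in normal was also subtracted from that in PyMT fibroblasts. Genes at least 4-fold and at least 2-fold apart were counted in each. With 1 array per group there is no replicate spread, so these differences carry no error and no p-value. As a stand-in for spread, differences were compared between the 2 brightest kept probe sets of the same gene in 3378 genes; the SD of their disagreement was 0.48 for the Ets2 difference in normal and 0.69 in PyMT fibroblasts, and 0.51 and 0.70 for the PyMT difference with and without Ets2. Overlaps were set beside n1 × n2 / N, and correlations between differences that share an array beside 100 simulated sets of unchanged arrays.

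An additive model with Ets2 and oncogene status was fitted by limma to the 4 arrays, with empirical Bayes moderation and Benjamini-Hochberg adjustment at 0.05. It leaves 1 residual degree of freedom and counts as error whatever Ets2 does differently in normal and PyMT fibroblasts. Tested on simulated data with 200 altered genes of 8687, it recovered 0% at 2-fold, 0% at 4-fold and 91% at 16-fold for the Ets2 term, and 0%, 0% and 81.5% for the PyMT term, with 12 and 10 false calls at 16-fold.

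Gene lists were summarized by the median difference of their kept members and its percentile among 10000 random lists of the same size, matched on mean level in 10 bins. On simulated data, 5 of 200 random lists passed percentile 1 or 99, with a mean percentile of 49.7, and a shifted list came to 100. The lists were, for pathways, matrix-degrading proteases, a metalloproteinase gene cluster, collagens, non-collagen matrix proteins, angiogenic and anti-angiogenic factors, migration and chemotaxis receptors, proliferation, G1 cyclins and inhibitors, replication-dependent histones, chemokines and cytokines, interferon-stimulated genes, acute-phase and complement genes, hypoxia and glycolysis, the integrated stress response, unfolded protein response chaperones, metallothionein and oxidative stress genes, immediate-early and MAPK feedback genes, the TGF-beta response, the Wnt pathway, the IGF system, the ETS family, cholesterol synthesis and HOX genes. As references and checks there were cytosolic ribosomal proteins, oxidative phosphorylation, sex-linked transcripts and the gene neighbours of Ets2, the S100 cluster and the Serpinb cluster. Marker lists covered fibroblasts, myofibroblasts, macrophages, T, NK and B cells, mast cells and basophils, the granzyme cluster, endothelial cells, pericytes, adipocytes, epithelium, skeletal muscle, Schwann cells, tendon and cartilage, and erythroid cells, of which 0 members were kept. Study lists held its RT-PCR genes and the probe sets it listed for these arrays, for normal fibroblasts of older mice and for ErbB2 fibroblasts.

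The genes named are Ets2, the RT-PCR genes of the study and Mmp10; the 10 lowest and 10 highest kept genes of the Ets2 differences and of the PyMT difference in Ets2-present fibroblasts, and the 5 lowest and 5 highest of the other PyMT difference and of the subtraction, among genes whose kept probe sets go the same way; the 5 genes of smallest p in each direction of each additive term; and up to 4 members of largest difference per list. Probe sets without exactly 1 gene symbol were not named. Genes outside the rule are marked as such in the text. Groups, comparisons, lists, the naming rule and the alternative settings were chosen before the data were examined. The results of the study were known by then and include gene lists from these same arrays. The choice was therefore not blind to what the arrays had shown.

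The alternatives were no filter, a filter at the 60th percentile, values under the filter level raised to it, the mean over all probe sets of a gene, quantile normalization, and cyclic loess normalization with 3 iterations. For the additive model they were also a variance prior with an intensity trend, 1 term alone, and 1 term alone without each array in turn. After seeing the data, gene lists were also taken without the RT-PCR genes of the study, and without those and the genes on the probe sets it listed for these arrays, which may leave lists biased away from the direction of the genes left out. Analyses ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and in R 4.3.3 with limma 3.58.1, with the random seed 1.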

Results

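Mammary fibroblasts were cultured from mice with and without the PyMT oncogene in their epithelial cells, with and without Ets2 in the fibroblasts, and 1 array was measured for each of the 4 groups. A difference between groups is therefore a difference between 2 arrays, with no replicate check and no p-value. Of 12394 genes on the array, 8687 were kept. Values are given as folds or as log2 differences, and gene lists as the median of their kept members with its percentile among 10000 random lists of the same size and mean level. A list is said to stand apart at percentile 1 or below, or 99 or above.

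Ets2, the transcription factor that was deleted, is measured by 1 probe set, and its log2 level was 11.86 in normal fibroblasts with Ets2, 11.89 in normal Ets2-null, 11.21 in PyMT Ets2-present and 11.22 in PyMT Ets2-null fibroblasts. Where this probe set lies relative to the deleted exons is not known, so its level neither checks nor questions the deletion. The study reported that ETS2 protein was lost by western blot in fibroblasts of PyMT Ets2-null mice. It also reported loss of staining for phosphorylated Ets2 in cultures from such mice. By the study, the Ets2-present mice carried 1 conventional knockout allele and 1 conditional allele of Ets2. Each Ets2 difference here thus sets 1 intact copy against none, and no array came from mice with a full set of Ets2 copies. Cre was carried by both Ets2-null groups and by neither Ets2-present group, so an effect of the Fsp-cre transgene and one of Ets2 loss are not separable on these arrays.

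In normal fibroblasts, S100a3, a calcium-binding protein of the S100 family, was 19.1-fold higher without Ets2. Tnmd, a membrane protein of tendon cells, was 18.5-fold lower, and Edn1, the vasoconstrictor peptide endothelin-1, was 7.95-fold lower. Steap4, a metalloreductase, was 8.13-fold higher, as were the adhesion molecule Chl1 (7.61-fold), the calcium channel subunit Cacna1d (6.93-fold), the secreted protein Egfl6 (6.66-fold) and the aminopeptidase Anpep (6.22-fold). Also higher were Rdh12 5.93-fold, Ptpn20 5.88-fold, Lhx8 5.61-fold and Clu 5.58-fold; Rdh12 is a retinol dehydrogenase and Clu a secreted chaperone. Lower were Ctnnd2, a catenin of cell junctions (5.49-fold), Tnni2, a troponin of fast muscle (5.23-fold), the adhesion receptor Selp (4.37-fold), the homeobox gene Dlx2 (3.92-fold) and Mettl27 4.70-fold, Cyp4a12a 4.10-fold, Tex15 3.96-fold and Eya4 3.91-fold. In all, 7 genes were at least 4-fold lower and 25 at least 4-fold higher, and 209 and 262 at least 2-fold. An array under the filter level of 4.63 took part in 7 of the 7 and in 13 of the 25, so these folds rest on a signal near background; with the filter at the 60th percentile 2 and 16 genes were left. Raising low values to that level left 1 and 16. Steap4 was then highest (3.02), ahead of S100a3 (6.80-fold). Smaller too were the folds of the higher genes, Chl1 4.85-fold, Cacna1d 4.63-fold, Rdh12 3.77-fold and Ptpn20 3.30-fold. Those of the lower genes were Tnmd 14.2-fold, Edn1 2.27-fold, Ctnnd2 2.96-fold, Selp 2.90-fold, Eya4 2.04-fold, Tnni2 1.52-fold, Mettl27 1.46-fold, Cyp4a12a 1.11-fold and Tex15 1.06-fold.

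Among the gene lists, the immediate-early and MAPK feedback genes, targets of growth factor signalling, stood apart in normal fibroblasts: 15 of 18 were lower without Ets2 (median -0.40, percentile 0), with Etv4 -1.49 and Spry1 -0.92, while Fosl2 was 1.06. Acute-phase and complement genes were higher in 5 of 6 (median 0.75, percentile 100), with Saa1 2.28, Saa3 2.02 and C1s1 0.82. In the Serpinb gene cluster, which encodes intracellular protease inhibitors, 4 of 6 were higher (median 0.97, percentile 100), among them Serpinb1a 2.17, Serpinb1b 1.67 and Serpinb6b 1.06. Granzymes and mast cell proteases of a gene cluster were lower in 6 of 6 (median -1.05, percentile 0), with Cma1 -1.33, Mcpt8 -1.18 and Gzmc -1.17. Mast cell and basophil markers, which share Cma1 and Mcpt8 with that cluster, were lower in 4 of 4 (median -0.83, percentile 0.28). Secreted angiogenic factors were higher in 16 of 23 (median 0.20, percentile 99.3), with Ang2 1.59, Vegfb 1.52, Cxcl12 1.11 and Pgf 1.04. The last list stood apart under none of the 6 other settings, with a median of 0.12 under the stricter filter. Several of the members named lay near background: when values were raised to the filter level, the differences were Etv4 -0.02, Fosl2 0.03, Saa1 0.48, Serpinb1b 0.84, Cma1 -0.04, Vegfb 0.96 and Pgf 0. With no filter, the Serpinb cluster (0.23), the granzyme cluster (-0.32) and the mast cell markers (-0.13) did not stand apart, nor did the granzyme cluster with the stricter filter or the mast cell markers under any of the 3 other treatments of low values. The Serpinb, granzyme, mast cell and acute-phase lists hold genes that the study chose for RT-PCR on these arrays, so they are not independent evidence of direction. Without the RT-PCR genes, a setting chosen after seeing the data, the Serpinb cluster (0.22, 2 of 4 higher) and the mast cell markers (-0.49) did not stand apart, while the granzyme cluster (-0.93) and the acute-phase genes (0.68) did.

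In fibroblasts from PyMT mice, the cytokine Tslp was 34.1-fold lower without Ets2 and Serpinb2, an inhibitor of plasminogen activators, 32.2-fold lower. Cxcr4, the receptor of the chemokine Cxcl12, was 21.3-fold lower, and the matrix metalloproteinases Mmp13, a collagenase, and Mmp9, a gelatinase, were 20.1-fold and 17.6-fold lower. S100a3 was 26.1-fold higher, as in normal fibroblasts, and Rspo2, a secreted enhancer of Wnt signalling, 25.6-fold higher. Also lower were the granzyme Gzmd (21.7-fold), the opioid precursor Penk (18.8-fold), the mast cell protease Mcpt8 (17.7-fold), Ang2, a ribonuclease of the angiogenin family (16.7-fold), and the steroid-metabolizing Akr1c18 (15.2-fold). Higher without Ets2 were the steroid-metabolizing Akr1c14 (log2 difference 3.59), the phosphodiesterase Pde1a (3.45), the protease inhibitors Serpinb6b (9.32-fold) and Serpinb1a (8.84-fold), the glycogen-targeting Ppp1r3c (8.34-fold), the growth factor carrier Igfbp2 (7.42-fold), the interferon-induced Ifit3 (6.68-fold) and the matrix proteoglycan Omd (6.30-fold). In all, 82 genes were at least 4-fold lower and 60 at least 4-fold higher, and 675 and 664 at least 2-fold.

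Matrix metalloproteinases that lie next to each other in one gene cluster were lower in 4 of 4 in PyMT Ets2-null fibroblasts (median -3.03, percentile 0): Mmp13 -4.33, Mmp10 -3.39, Mmp3 -2.67 and Mmp12 -0.46. Over the longer list of matrix-degrading proteases and their inhibitors, 16 of 23 were lower (median -0.44, percentile 0.01). Collagens were higher in 14 of 20 (median 0.32, percentile 99.9), among them Col8a1 1.24 and Col11a1 1.02, but Col5a3 -2.62 and Col15a1 -1.35 were lower. Genes of the TGF-beta response were lower in 14 of 16 (median -0.72, percentile 0), including the ligands Tgfb1 -2.65 and Inhba -1.75 and the inhibitors Id2 -1.71 and Bambi -1.41. Hypoxia and glycolysis genes were higher in 17 of 21 (median 0.27, percentile 99.3), with Pdk1 1.99, Adm 1.86, Ndrg1 1.72 and Pfkl 1.45. Members of the Serpinb cluster were higher in 6 of 6 (median 1.82, percentile 100), with Serpinb9b 1.89 and Serpinb9 1.75 beside the members already named, and granzymes and mast cell proteases were lower in 6 of 6 (median -2.58, percentile 0), with Gzme -3.23 and Gzmc -1.94. The metalloproteinase, protease, Serpinb and granzyme lists hold genes that the study chose for RT-PCR on these arrays, so they are not independent evidence of direction. Without the RT-PCR genes, the metalloproteinase cluster, left with Mmp10 and Mmp12 (median -1.92, percentile 1.16), and the longer protease list (-0.16) did not stand apart, while the Serpinb cluster (4 of 4 higher, percentile 99.8) and the granzyme cluster (-1.94, 5 of 5 lower) did. Without also the genes of the listed probe sets, the granzyme cluster (-1.54) did not, while the TGF-beta response (-0.89), collagens (0.34) and hypoxia genes (0.26) did.

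Macrophage and myeloid markers were lower in 16 of 20 in the PyMT Ets2-null array (median -0.64, percentile 0.24), with the actin-bundling Lcp1 -3.16, the scavenger receptor Msr1 -2.28, the growth factor receptor Csf1r -1.93 and Adgre1, the antigen F4/80, -1.65. The lysozyme genes of the same list, abundant in macrophages, were nearly level, Lyz1 -0.13 and Lyz2 -0.04; these were named after their values were seen. Secreted angiogenic factors went both ways, 12 of 23 being higher (median 0.16, percentile 82.6): Ang2 was -4.07, while Vegfd 2.22, Angptl4 2.17 and Angpt2 2.12 were higher. Fibroblast genes had a median of 0.21 and proliferation genes one of 0.09, neither standing apart. The PyMT Ets2-null array also differed from the other 3 in some of its control probe sets. On the log2 scale 18S ribosomal RNA was higher by 1.02 to 2.46, the bioB, bioC and bioD spike-ins by 0.58 and the cre spike-in controls by 0.30.

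Of the 82 lower and 60 higher genes, 56 and 40 had an array under the filter level, among them most of the genes named, so their folds and order rest on a signal near background. When low values were raised to that level, the folds of the lower genes were Tslp 16.8-fold, Serpinb2 18.9-fold, Mmp9 8.65-fold, Ang2 6.37-fold, Penk 5.26-fold and Akr1c18 5.15-fold. Those of the higher genes were S100a3 9.61-fold, Rspo2 15.8-fold, Pde1a 5.34-fold, Ppp1r3c 5.57-fold, Ifit3 4.45-fold and Omd 3.04-fold, with Akr1c14 at 2.02. Gzmd was then lowest (-4.44), followed by Cxcr4 and Mmp13. Of the list members named, Tgfb1 -1.08 and Msr1 -1.53 were nearer to 0, and Gzmc was just under 2-fold lower. With the filter at the 60th percentile the counts were 41 and 28, and there the macrophage list no longer stood apart. After cyclic loess normalization the counts were 99 and 49, so the split between lower and higher genes depends on the normalization. List medians also depended on the filter: with no filter that of the metalloproteinase cluster was -1.40, that of the granzyme cluster -0.48 (-4.15 with the stricter filter) and that of the Serpinb cluster 0.37, the last no longer standing apart.

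**Figure D1:**
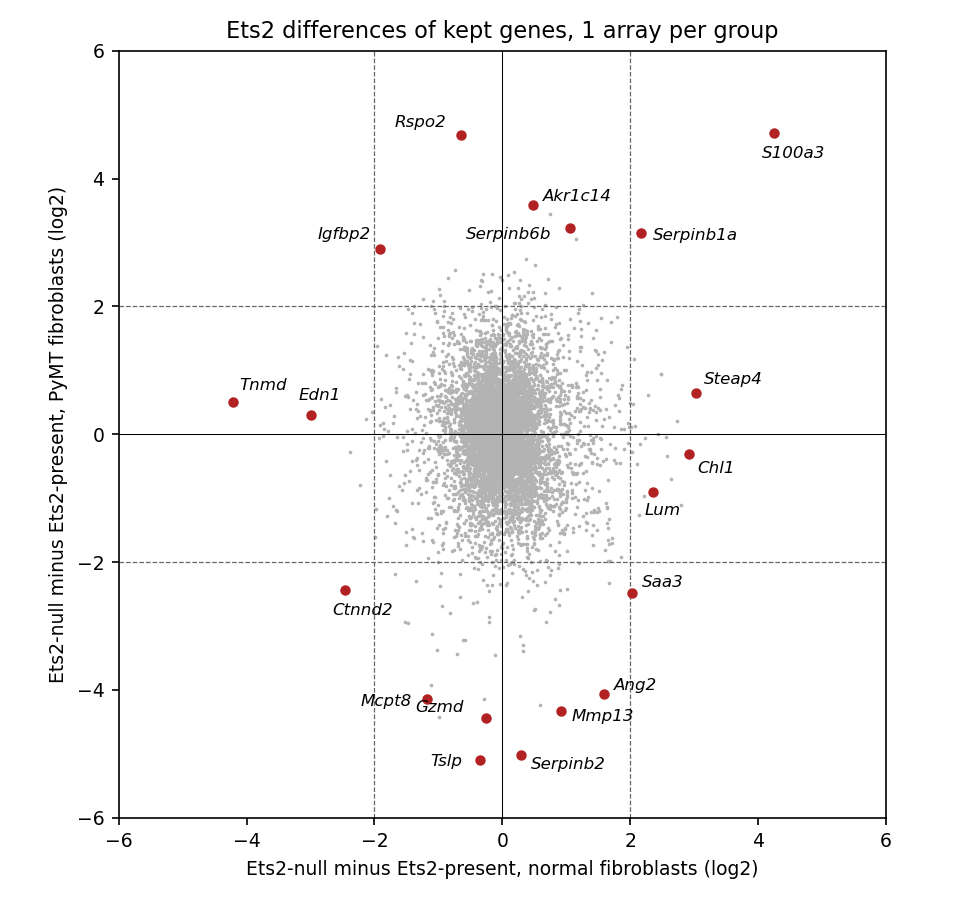
Log2 difference between Ets2-null and Ets2-present fibroblasts for each kept gene, in normal fibroblasts (horizontal) and in PyMT fibroblasts (vertical), 1 array per group. Labelled genes are among those named in the text.

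The Ets2 differences in normal and in PyMT fibroblasts, which share no array, had a correlation of -0.03 across the kept genes. Only 4 of the kept genes were at least 4-fold apart in both: Ctnnd2 (-2.46 and -2.43) was lower in both, S100a3 (4.26 and 4.71) and Serpinb1a (2.17 and 3.14) were higher in both, and the acute-phase gene Saa3 (2.02 and -2.49) was higher in normal and lower in PyMT fibroblasts. Ctnnd2, with low values raised, was -1.57 in normal fibroblasts, under 4-fold, and S100a3 2.77 and 3.26. Lists drawn independently would share 0.07 lower and 0.17 higher genes, and 0.24 that are higher in normal and lower in PyMT fibroblasts. At 2-fold, 158 genes were in both sets, 78 of them in the same direction and 80 in opposite directions, where independent lists would share 72.6. The count of genes at least 4-fold apart was 32 in normal and 142 in PyMT fibroblasts, a ratio of 4.44.

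Subtracting the Ets2 difference in normal from that in PyMT fibroblasts set Ang2 lowest (-5.65), followed by Serpinb2 -5.30, Mmp13 -5.24, Penk -4.81 and Tslp -4.74. Rspo2 was highest (5.32), followed by Igfbp2 4.80, Tnmd 4.71, Aldh1a7 3.44 and Etfbkmt 3.39; Aldh1a7 is an aldehyde dehydrogenase and Etfbkmt a mitochondrial methyltransferase. In all, 202 genes were at least 4-fold lower and 152 at least 4-fold higher in this subtraction (969 and 886 at 2-fold), which carries the noise of 4 arrays; 126 and 108 of these had an array under the filter level, and with the stricter filter 91 and 46 were left. The order rests in part on those weak signals: with low values raised Mmp13 was lowest (-5.24), followed by Saa3 -4.51, Ang2 -4.26 and Serpinb2 -4.24, Penk was -2.98 and Tslp -4.07. Rspo2 was 4.63, Igfbp2 4.55, Tnmd 4.33, Etfbkmt 3.28 and Aldh1a7 2.99. Lists low in it were the metalloproteinase cluster (median -3.63), the granzyme cluster (-1.71), acute-phase and complement genes (-1.26), the TGF-beta response (-0.60), matrix-degrading proteases (-0.42), chemokines and cytokines (-0.44), cholesterol synthesis (-0.33), oxidative phosphorylation (-0.21) and cytosolic ribosomal proteins (-0.16). Lists high in it were tendon and cartilage markers (0.97), the Serpinb cluster (0.92), interferon-stimulated genes (0.89), hypoxia and glycolysis (0.47), the integrated stress response (0.39) and collagens (0.37). Of these, the medians of chemokines and cytokines and of tendon and cartilage markers took the opposite sign under another setting; ribosomal proteins, oxidative phosphorylation, collagens, interferon-stimulated genes and the Serpinb cluster each lost their place apart under at least 1. With no filter the medians of the metalloproteinase cluster, the granzyme cluster and interferon-stimulated genes were -1.24, -0.61 and 0.38, and that of the granzyme cluster was -2.97 with the stricter filter; with the mean over probe sets that of ribosomal proteins was -0.06. Without the RT-PCR genes the metalloproteinase cluster (-1.68), the granzyme cluster (-0.77), matrix-degrading proteases (-0.23), chemokines and cytokines and the Serpinb cluster did not stand apart. Without also the genes of the listed probe sets, the integrated stress response (0.25) and tendon and cartilage markers (0.97) did not stand apart. Chemokines and cytokines then stood apart on the high side (0.79, 9 of 17 higher).

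**Figure D2:**
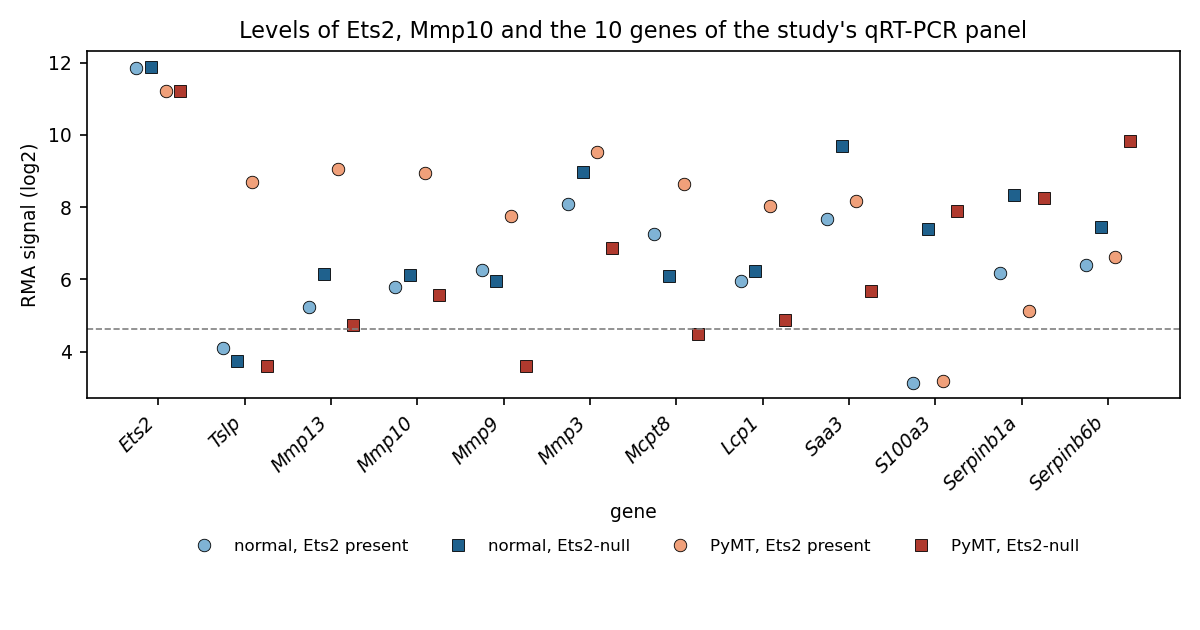
Log2 level of named genes in the 4 arrays, 1 array per group. The dashed line marks the filter level.

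With the PyMT oncogene, fibroblasts that kept Ets2 had 89.8-fold less Thbs4, a matrix thrombospondin, 59.8-fold less S100g, a vitamin D-regulated calcium binder, and 36.6-fold less Akr1c14. Serpinb2 was 33.5-fold higher, Lypd1, a small membrane-anchored protein, 26.8-fold, Tslp 24.3-fold and Mmp13 14.1-fold. Other lower genes were the zinc finger gene Bnc1 (31.4-fold), the proteoglycan Spock3 (24.9-fold), the Wnt modulator Dkk2 (22.2-fold), the growth factor Gdf10 (22.2-fold), the urea transporter Slc14a1 (18.4-fold) and Mup5 21.1-fold and Tspan13 19.3-fold. Other higher genes were the ribonuclease Rnase2a (10.9-fold), the myeloid receptor Pilra (10.2-fold), Trim30a (9.32-fold), Cxcr4 (9.25-fold), Mmp10 (8.91-fold) and the tetraspanin Tspan12 (8.90-fold). Serpinb2, Tslp, Mmp13, Cxcr4 and Mmp10 were also among the genes lower in PyMT fibroblasts without Ets2. Of the genes at least 4-fold higher with PyMT, 22 were at least 4-fold lower without Ets2 in PyMT fibroblasts, where independent lists would share 0.69, and the correlation of these differences was -0.37 (covariance -0.19). Both use the PyMT Ets2-present array, and simulated arrays with no effect gave -0.50 (covariance -0.12). The observed correlation was thus no stronger than a shared array alone would give. The simulated SD was 0.343 for each array, while the Ets2 difference had an SD of 0.484 in normal and 0.741 in PyMT fibroblasts. The simulated covariance may thus be too small for the PyMT arrays. Part or all of the overlap may come from the shared array, and independent lists are no valid baseline for it. In all, 97 genes were at least 4-fold lower and 73 at least 4-fold higher, and 539 and 471 at least 2-fold. An array under the filter level took part in 48 of the 97 and 39 of the 73, among them Thbs4 (3.47 with PyMT), S100g (1.64) and Akr1c14 (3.06), and Serpinb2 (3.81 without PyMT) and Tslp (4.10), so their folds and order rest on a signal near background; with the stricter filter 42 higher genes were left. Raised low values gave the lower genes Thbs4 40.2-fold, S100g 7.52-fold, Akr1c14 12.3-fold, Spock3 17.7-fold and Mup5 6.05-fold. The higher ones were then Serpinb2 18.9-fold, Tslp 16.8-fold, Lypd1 13.3-fold, Rnase2a 7.57-fold, Trim30a 5.20-fold and Tspan12 6.39-fold.

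Proliferation genes were lower in 20 of 24 with PyMT in Ets2-present fibroblasts (median -1.10, percentile 0), with Bub1b -2.37, Ccnb2 -2.28 and Aurka -2.13. Cholesterol synthesis genes were lower in 15 of 15 (median -0.71), with Fdps -1.55 and Lss -1.40, and those of the integrated stress response in 12 of 16 (median -0.63), with Chac1 -2.70, Trib3 -2.56 and Sesn2 -2.47. Lower in most members were also Wnt pathway genes (10 of 14, median -0.53), with Dkk2 -4.47, Sfrp2 -3.61 and Rspo2 -2.96 but Wnt4 2.41, hypoxia and glycolysis genes (15 of 21, -0.30), tendon and cartilage markers (4 of 5, -1.62), with Tnmd -2.77 and Scx -1.90, and immediate-early and MAPK feedback genes (10 of 18, -0.35), with Spry2 -2.06 and Etv4 -1.42. The metalloproteinase cluster was higher in 4 of 4 (median 2.30) and matrix-degrading proteases in 17 of 23 (0.57). HOX genes, which pattern the body axis, were higher in 14 of 18 (median 0.68), with Hoxb4 1.78, Hoxb2 1.51 and Hoxb3 1.46, and TGF-beta response genes in 13 of 16 (0.61), with Tgfb3 1.86 and Tgfb2 1.56. Higher in most members were also myofibroblast genes (10 of 13, 0.41), with Lmod1 1.27 and Actg2 1.19, metallothionein and oxidative stress genes (10 of 13, 0.41), with Nqo1 1.90 and Gsta4 1.11 but Mt2 -1.50, chemokines and cytokines (13 of 20, 0.37), with Cxcl16 1.76 but Cxcl12 -1.87 and Cxcl5 -1.76, and granzymes and mast cell proteases (4 of 6, 0.78), with Gzmd 2.19 but Cma1 -1.22. Macrophage and myeloid markers were higher in 19 of 20 (median 1.05, percentile 100), with C1qb 3.05, Lcp1 2.08, Lyz2 1.74 and Ctss 1.72. With no filter the Wnt list (-0.23) and the tendon and cartilage markers (0.065) did not stand apart, and the medians of the metalloproteinase and granzyme clusters were 0.90 and 0.41. The immediate-early list stood apart under none of the 3 other treatments of low values (-0.03 with the stricter filter), where the granzyme cluster had 1.95 and the macrophage list 1.72 with the stricter filter and the latter 0.64 with low values raised. Without the RT-PCR genes the granzyme cluster (0.19) did not stand apart. Members named that were nearer to 0 with low values raised were Sesn2 -1.80, Rspo2 -2.27, Wnt4 0.52, Etv4 -0.02, Hoxb2 0.58, Cma1 -0.04 and C1qb 2.58.

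In fibroblasts without Ets2, PyMT went with 108-fold less Gdf10, 55.8-fold less of the matrix proteoglycan Lum, and lower Bnc1 (47.3-fold), Egfl6 (46.3-fold) and Ang2 (44.3-fold). Igfbp2 was 23.2-fold higher, followed by the transcription factors Foxc2 (18.2-fold) and Meox2 (12.3-fold), the peptide hormone receptor Calcrl (14.6-fold) and the adhesion molecule Mcam (13.4-fold). In all, 192 genes were at least 4-fold lower and 112 at least 4-fold higher (970 and 842 at 2-fold); 103 and 58 of these had an array under the filter level, and with the stricter filter 69 of the higher kind were left. Bnc1, Egfl6 and Ang2 lay under it with PyMT, so their folds and order rest on a signal near background; with low values raised they were 30.1-fold, 17.9-fold and 16.8-fold lower, Meox2 was 4.74-fold higher, and Sfrp2 (-5.11) came after Gdf10 and Lum. Proliferation genes were lower in 24 of 24 (median -1.20, percentile 0), with the replication licensing genes Cdt1 -2.32, Cdc6 -2.03 and Mcm2 -1.89, and cholesterol synthesis genes in 15 of 15 (-1.15), with Mvd -2.07 and Sqle -1.66. Acute-phase and complement genes were lower in 5 of 6 (-1.73), with Saa3 -4.02 but Serping1 2.01, and cytosolic ribosomal proteins in 11 of 14 (-0.26). Interferon-stimulated genes were higher in 13 of 15 (0.93, percentile 99.9), with Usp18 2.33, Ifit1 2.23 and Ifit3 2.22. Among markers of other cells, pericyte markers were higher in 5 of 6 (1.13), with Mcam 3.74 and Rgs5 2.14, adipocyte markers in 4 of 7 (0.72), with Fabp4 3.17 and Pparg 1.62, and endothelial markers were lower in 4 of 7 (-1.29), with Cd34 -3.13 and Kdr -2.45 but Eng 3.38. This comparison uses the array whose control probe sets differed from the rest. The endothelial median ran from -2.45 with the stricter filter to 0.32 with no filter and was also positive with the mean over probe sets, the adipocyte median ran from 0.12 with no filter to 1.53 with the stricter filter and did not stand apart with no filter or after another normalization, the acute-phase median was -0.97 with no filter, and ribosomal proteins did not stand apart with the mean over probe sets. Nearer to 0 with low values raised were Usp18 0.92, Rgs5 1.73, Cd34 -1.30 and Eng 1.87.

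The PyMT differences with and without Ets2, which share no array, had a correlation of 0.40 across genes. At 4-fold they had 49 lower and 18 higher genes in common, where independent lists would share 2.14 and 0.94. Bnc1 (-4.97 and -5.57), Spock3 (-4.64 and -4.57), Mup5 (-4.40 and -4.25) and S100g (-5.90 and -5.12) were lower in both, and Trim30a (3.22 and 2.94), Tspan12 (3.15 and 2.76) and Krt19, an epithelial keratin (2.38 and 2.82), were higher in both. These kept their direction with low values raised: Spock3 (-4.15 and -3.10), Mup5 (-2.60 and -2.50), S100g (-2.91 and -2.67) and Bnc1 (-4.91 and -4.91) were lower, and Trim30a (2.38 and 2.63), Tspan12 (2.68 and 2.18) and Krt19 (2.38 and 2.57) higher. Proliferation and cholesterol synthesis genes stood apart low in both. Interferon-stimulated genes stood apart in Ets2-null fibroblasts and had a median of -0.07 in Ets2-present ones; in the subtraction, which is also the contrast of the PyMT differences, the median was 0.89 (percentile 99.7), and the list did not stand apart there with no filter or the stricter filter.

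**Figure D3:**
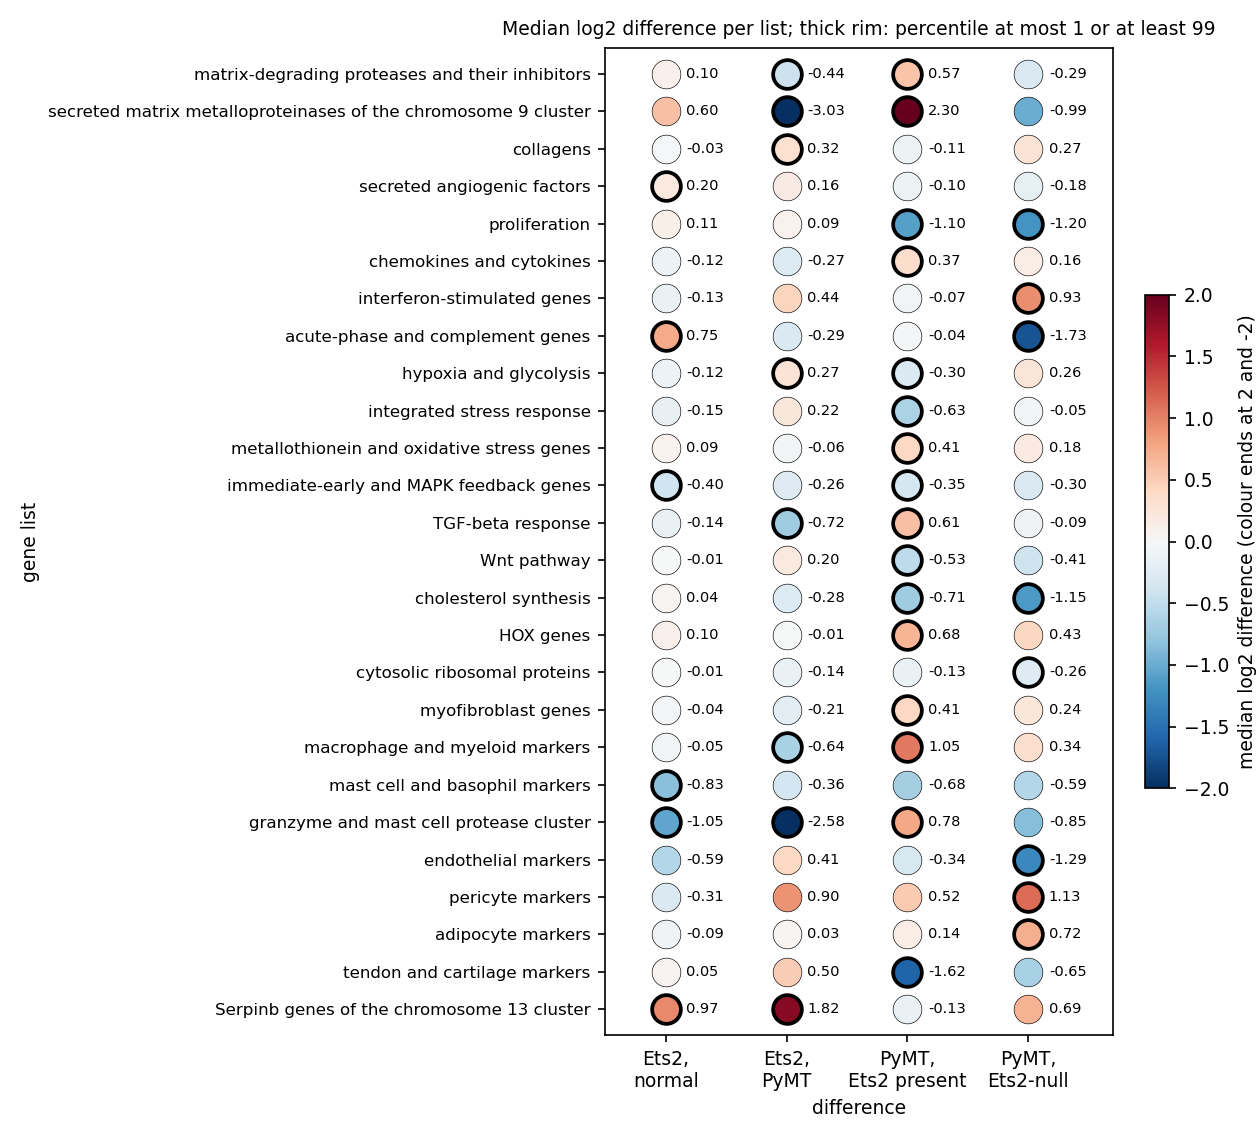
Median log2 difference of the gene lists, those of the study left out, that stood apart in at least 1 of the 4 differences between arrays. A thick rim marks a list that stood apart in that column.

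**Figure D4:**
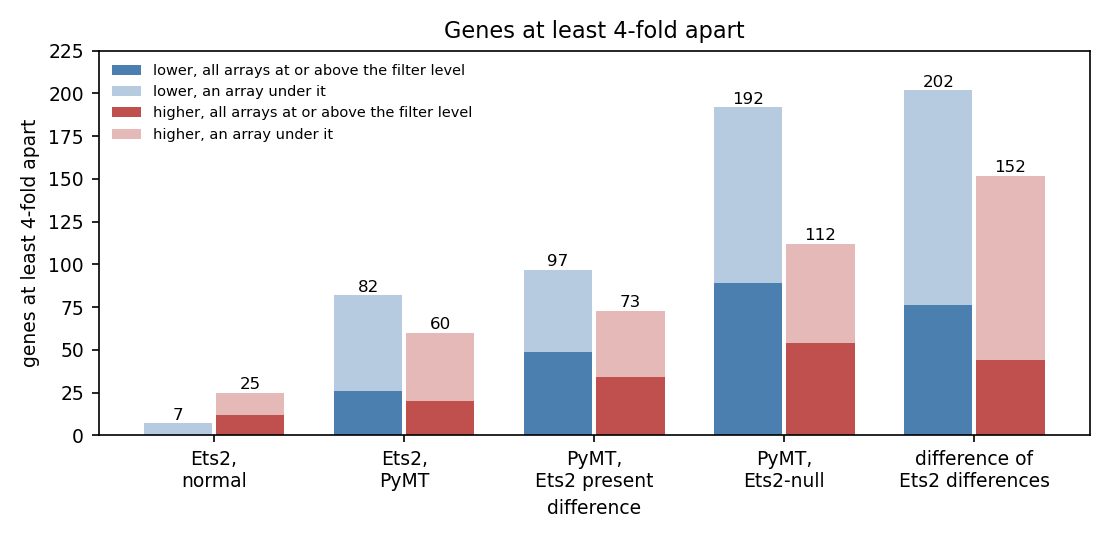
Number of kept genes at least 4-fold lower and higher in each difference, 1 array per group. The subtraction of the Ets2 differences carries the noise of 4 arrays.

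An additive model with Ets2 and PyMT as its terms leaves 1 residual degree of freedom, and limma called no gene for either term at an adjusted p of 0.05. At an unadjusted p under 0.05 there were 161 lower and 178 higher genes for Ets2, and 584 and 484 for PyMT, where chance alone would give about 434 for each term. The smallest p of the Ets2 term was that of S100a3 (log2 difference 4.48, limma adjusted p = 0.998), higher in 2 of 2 comparisons. Next on the higher side were Hpgd, an enzyme of prostaglandin breakdown (1.81), Serpinb1a (2.66), the lipid carrier Apod (1.73) and the protease Adamts15 (1.69), and on the lower side Ctnnd2 (-2.45), the kinase Lats1 (-1.93), Tex15 (-1.79), the membrane adaptor Pag1 (-1.61) and Ramp3 (-1.51), a partner of Calcrl, each with a limma adjusted p of 0.998. For PyMT the lower genes were Spock3 (-4.61), Bnc1 (-5.27), Mup5 (-4.33), Tspan13 (-4.23) and S100g (-5.51), and the higher ones Trim30a (3.08), Tspan12 (2.96), Krt19 (2.60), the laminin Lama2 (2.33) and the Notch ligand Dner (2.07), each with a limma adjusted p of 0.319. Of the genes named for either term, all but Serpinb1a, Apod, Pag1 and Tspan13 had an array under the filter level. On simulated data of this design the model recovered none of 200 genes at 4-fold for either term, and 182 (Ets2) and 163 (PyMT) of 200 at 16-fold, so a count of 0 does not speak against differences of a few fold. With a variance prior that follows intensity, the PyMT term had 139 lower and 81 higher genes. With Ets2 as the only term and 1 array left out, the Ets2 term had 13 lower and 12 higher genes without the normal Ets2-present array, 26 and 23 without the normal Ets2-null array, 1 and 1 without the PyMT Ets2-present array, and 4 and 17 without the PyMT Ets2-null array. In these fits 1 Ets2 group holds a lone array assumed to vary like the others, and with no PyMT term the Ets2 groups also differ in their share of PyMT arrays, so these counts are not evidence for Ets2.

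Several genes were chosen by the study for RT-PCR. Their median was -2.91 in the PyMT comparison, 7 of 10 being lower: Lcp1 -3.16, Mcpt8 -4.15, Mmp3 -2.67, Mmp9 -4.14, Mmp13 -4.33, Saa3 -2.49 and Tslp -5.09, with S100a3 4.71, Serpinb1a 3.14 and Serpinb6b 3.22 higher. The probe sets that the study listed in PyMT fibroblasts had medians of -2.49 for those listed as lower (71 of 71 lower) and 2.41 for those listed as higher (36 of 36 higher). Those in its table for normal fibroblasts, which holds fewer entries than the total the study states, had medians of -2.96 (4 of 4 lower) and 2.44 (17 of 17 higher). These lists were chosen on these arrays and are not independent evidence of direction. The study's own RT-PCR used further RNA from tumor fibroblasts, which is no part of the data here.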

Values the study reported

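The study reported 22 genes that differed with Ets2 loss in normal fibroblasts and 107 in PyMT fibroblasts, each by a fold above 4 and a negative log p-value above 4.5. It reported 4 genes shared by these lists. By RT-PCR in further RNA sets of tumor fibroblasts, more than 85% of the expression changes were reported as verified. More than 95% of the cultured cells were reported to be fibroblasts by staining.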

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

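The tests of an intensity-dependent shift, of macrophages, of the S100 cluster, of noise of 1 array for S100a3 and of the Fsp-cre transgene were chosen only after the results they weigh were seen. The tests of single probe sets and of random noise of the PyMT Ets2-null array were written earlier.

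More genes were at least 4-fold apart with Ets2 loss in PyMT than in normal fibroblasts, 142 against 32. Noise of single probe sets as the whole cause is argued against by the second probe sets that 21 of those genes have in PyMT fibroblasts: 18 went the same way, and their median difference along the direction of the first was 1.62. Only 14 of those 21 were at least 2-fold and 6 at least 4-fold apart by the second probe set (3 of 4 at 4-fold in normal fibroblasts), so probe set noise may still add to the count at 4-fold. An intensity-dependent shift is argued against by the ratio of the counts, which was 4.91 after quantile and 4.11 after cyclic loess normalization. Random noise of the PyMT Ets2-null array stays open, and a greater part for Ets2 in PyMT fibroblasts cannot be told apart from it or from a difference of that 1 culture: disagreement between probe sets of a gene was larger in the PyMT comparison by a factor of 1.43, while all differences were larger by 1.53. The PyMT Ets2-null array also had the lowest correlations with the other arrays (0.959 to 0.969, against 0.97 to 0.985 among the rest), which does not tell these apart.

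Macrophage-associated transcripts were lower in the PyMT Ets2-null array. Fewer macrophages in that culture stay open. The marker list (16 of 20 lower, median -0.64, percentile 0.24) is the pattern itself and cannot test this. The abundant lysozyme genes Lyz1 (9.90 and 9.77 in PyMT Ets2-present and Ets2-null fibroblasts) and Lyz2 (9.13 and 9.09) had a mean difference of -0.09. These genes already had levels of 8.29 and 7.39 in normal fibroblasts. More macrophages in the PyMT Ets2-present than in the normal culture may account for the level from which the transcripts were lower. The list had a median of 1.05 in that comparison, at percentile 100. That comparison shares the PyMT Ets2-present array with the pattern, so a high level on that array would give both and this cannot be decided. With PyMT in Ets2-null fibroblasts, which leaves that array out, the median was 0.34 (12 of 20 higher, percentile 80.7). The cultures were separated by gravity with no sorting by a marker, though the study reported staining that showed them to be nearly all fibroblasts, and Lcp1 is also among the RT-PCR genes chosen on these arrays. Whether Ets2 loss altered these transcripts within fibroblasts was not tested.

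S100a3 was higher in both Ets2-null arrays than in the Ets2-present ones, whose log2 levels (3.14 in normal and 3.19 in PyMT fibroblasts) lay under the filter level. A shift of the whole S100 cluster is argued against by the 6 other kept S100 genes there, whose higher median was 0.11. Noise of 1 array alone is argued against by the differences of 4.26 in normal and 4.71 in PyMT fibroblasts, which share no array. With low values raised they were 2.77 and 3.26. Noise of more than 1 array was not decided by these arrays, since S100a3 was picked for being higher in both comparisons and their agreement restates that. The study also listed S100a3 as higher without Ets2 in normal fibroblasts of older mice and in ErbB2 fibroblasts. Those lists come from other arrays, which are no part of the data here. The differences in normal and PyMT fibroblasts lay 0.45 apart. The SD of 0.685 by which probe sets of a gene disagreed in the PyMT comparison is no spread between cultures. The Fsp-cre transgene stays open, since the lowest array with it was 4.21 above the highest array without it and 0 arrays had the transgene together with Ets2. The Fsp promoter is that of S100a4, which lies 2 genes from S100a3 in the annotation, so sequence carried by the transgene may contribute, and the design cannot tell that from an effect of Ets2 loss.

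The 10 genes below were at least 2-fold apart with Ets2 loss in opposite directions in normal and PyMT fibroblasts. They were named as RT-PCR genes or among the lowest and highest genes of a difference. Genes named only as list members were left out, though some, among them Col8a1 and Cxcl12, also met this limit. In none of the 10 was the difference itself tested. The subtraction gave Ang2 -5.65, Saa3 -4.51 and Cacna1d -3.90 for genes higher in normal and lower in PyMT Ets2-null fibroblasts. It gave Igfbp2 4.80, Aldh1a7 3.44, Etfbkmt 3.39, Eya4 3.35, Calcrl 2.95, Mcam 2.80 and Meox2 2.80 for genes lower in normal and higher in PyMT Ets2-null fibroblasts. With low values raised to the filter level Cacna1d was -0.16 in PyMT and Meox2 -0.15 in normal fibroblasts, so these were no longer 2-fold apart in both. The subtraction then gave Ang2 -4.26, Cacna1d -2.37, Aldh1a7 2.99, Eya4 2.17 and Meox2 1.42.

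Control probe sets, which enter no comparison, gave a signal in the PyMT Ets2-null array above the mean of the other 3 arrays. The probe sets of 18S ribosomal RNA were higher by 2.46 (3' end), 1.02 (middle) and 1.24 (5' end). The bioB, bioC and bioD spike-ins were higher by 0.58 on average and in 14 of 14 probe sets. The cre spike-in controls were higher by 0.30 (4 of 4 probe sets). The 3' minus 5' gap differed by 0.009 for Gapdh, -0.135 for beta-actin and -0.268 for the transferrin receptor. These are smaller than the range of the other 3 arrays (0.234, 0.426 and 0.332).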

How the results depend on the processing

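Counts of genes at least 4-fold apart depended on low values: of 60 values under the alternatives, 44 lay within 1.5 times the count reported and 16 did not; at 2-fold 42 did and 18 did not, all of these under another treatment of low values. With the stricter filter, which tests fewer genes, lower and higher genes numbered 2 and 16 for Ets2 in normal and 41 and 28 in PyMT fibroblasts, and 91 and 46 for the subtraction; higher genes with PyMT numbered 42 with and 69 without Ets2. With low values raised to the filter level, which shrinks folds from weak signals, the same counts were 1 and 16, 42 and 29, 110 and 64, 42 and 68. Cyclic loess moved the share of higher genes in the subtraction from 42.9% to 32.2% (246 lower and 117 higher), and in the Ets2 difference of PyMT fibroblasts from 42.3% to 33.1% (99 and 49); the cause was not tested.

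The additive model was not run with low values raised; it called 0 genes under each setting run but these: PyMT with an intensity trend in the variance prior (139 lower, 81 higher), and Ets2 as the only term without 1 array (lower 1 to 26, higher 1 to 23), where the lone array of a group is assumed to vary like the others; the cause was not tested. Leaving out an array from the additive fit leaves 0 residual degrees of freedom. No paired analysis was possible because each group holds 1 array.

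Of 1540 list medians under alternatives, 1446 stayed on the same side of the limits of standing apart and 86 crossed one; 8 of lists that stood apart took the opposite sign, with the cause not tested: endothelial markers with PyMT in Ets2-null fibroblasts (0.32 with no filter, 0.24 with the mean of probe sets), tendon and cartilage markers with PyMT in Ets2-present fibroblasts (0.065 with no filter) and in the subtraction (-0.28 with no filter, -0.16 after quantile and -0.15 after cyclic loess normalization), and chemokines and cytokines in the subtraction (0.25 with the stricter filter, 0.12 with the mean of probe sets). Of 53 medians that stood apart for lists not from the study, 34 did so under every planned setting. After seeing the data, lists were also taken without the RT-PCR genes, and without those and the genes on probe sets the study listed: of 185 medians 159 stayed and 24 crossed a limit, and 2 took the opposite sign without both, for which the cause was not tested, chemokines and cytokines in the subtraction (0.79) and granzymes with PyMT in Ets2-present fibroblasts (-0.39). Of 4765 values of named genes, 4532 lay within the SD of disagreement between probe sets and 233 moved further. Of genes at least 4-fold apart, 0 values took the opposite sign. These counts overstate stability. A filter keeps or drops a gene without changing its value, so values with no filter or the stricter filter were stable by construction. Raising low values cannot reverse a difference between a pair of arrays. Weak signal limits precision: an array under the filter level took part in 56 of 82 lower and 40 of 60 higher genes of the Ets2 difference in PyMT fibroblasts.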

Other observations

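Probe sets that the study listed for ErbB2 fibroblasts come from other arrays than these. Of 64 listed as lower without Ets2, 8 were not on these arrays and 12 lay under the filter. Of the rest, 35 of 44 were lower in PyMT Ets2-null fibroblasts (median -0.89, from -1.43 with the stricter filter to -0.19 with low values raised), with Tslp -5.09, Mmp13 -4.33, Lcp1 -3.16 and Mmp3 -2.67. Tslp was -4.07 with low values raised. Without the 8 that are also on its PyMT lists, 28 of 36 were lower (median -0.55, percentile 0.01). With PyMT in Ets2-present fibroblasts, 33 of 44 were higher (median 0.81, from 0.26 to 1.06 over the settings), a comparison that shares the PyMT Ets2-present array, and in normal fibroblasts without Ets2 the median was 0.08. Those listed as higher in ErbB2 fibroblasts were higher in 5 of 5 in PyMT Ets2-null fibroblasts (median 1.06), with S100a3 4.71 and Dkk2 1.97. In normal fibroblasts without Ets2 their median was 0.03 (3 of 5 higher). With PyMT in Ets2-present fibroblasts it was -1.49 (3 of 5 lower), again sharing the PyMT Ets2-present array. For normal fibroblasts of older mice, the probe sets listed as lower had a median of 0.48 in the normal fibroblasts here (3 of 4 higher, percentile 99.65). They thus stood apart opposite to the listed direction, though not with the stricter filter. Those listed as higher had a median of 0.25 and did not stand apart (5 of 7 higher, percentile 91.5).

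In PyMT fibroblasts without Ets2 cell cycle genes went both ways: Cdc6 -2.15, Cdt1 -2.08, Mcm2 -1.62 and Ccne2 -1.53 were lower and Ccnd1 2.42 and Ccnb2 1.08 higher, and the medians were 0.09 for proliferation genes and 0.10 for G1 cyclins and inhibitors. Other lists that did not stand apart in that comparison were replication-dependent histones (0.70), the IGF system (0.29), the ETS family (-0.20), anti-angiogenic factors (0.06), migration and chemotaxis receptors (-0.13), non-collagen matrix proteins (0.07) and unfolded protein response chaperones (0.04). Among locus lists, the neighbours of Ets2 had a median of 0.11 and the S100 cluster one of 0.38. Markers of other cells had medians of 0.49 (epithelium), 1.001 (skeletal muscle), 0.26 (Schwann cells), -0.24 (T, NK and B cells), 0.90 (pericytes, 5 of 6 higher, percentile 98.6) and 0.41 (endothelium), interferon-stimulated genes one of 0.44, and sex-linked transcripts one of -0.11, with Xist at 10.91, 10.96, 10.60 and 10.59 in normal Ets2-present, normal Ets2-null, PyMT Ets2-present and PyMT Ets2-null fibroblasts.

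Of the probe sets that the study listed for these arrays, 27, from 26 genes, had a brighter kept probe set of the same gene. The brighter one was at least 2-fold apart in the same direction for 13 and at least 4-fold for 4. It was under 2-fold for 14, and in the opposite direction for 4.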
